A study of Homo sapiens with 5 samples. Its data were reported in "TRIM37 Augments AP-2γ Transcriptional Activity and Cellular Localization via K63-linked Ubiquitination to Drive Breast Cancer Progression" (2022).

How the data were processed

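MCF-7 chromatin was precipitated by the authors with antibodies to TRIM37 (1 library), to AP-2γ in control cells (1 library) and to AP-2γ after siRNA against TRIM37 (1 library). The 2 IgG libraries, from rabbit and mouse, were not analysed here. According to the paper's methods, reads were paired-end, trimmed with Fastp, mapped to hg19 with Bowtie 2, cleared of duplicates with Picard and passed to MACS14 for peak calling. The submitters' processing notes name CASAVA 1.8.2, Bowtie 0.12.9, SAMtools 1.9.0, Picard and deepTools 3.4.3 instead, so the aligner is given differently by these sources. The library kit also differs between the sources. Which control library served each peak list is not given in the sources used here. Peaks were called per library as far as the sources state, and no library was pooled.

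Each deposited list gives a chromosome, a start, an end and the authors' MACS score per peak, which in this caller is -10 times log10 of the p-value against the local background. The lowest score was 40, that is a p-value of 1e-04. The score is not normalised between lists. It was used to describe, rank and bin peaks within a list. Read counts and depths are not part of these lists, so the depth is unknown, and a longer list can come from a deeper library as well as from more binding. Starts were converted to count from 1.

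All peaks on chromosomes 1 to 22, X and Y lay within the lengths of the GRCh37 assembly, and 10, 130 and 43 peaks of the TRIM37, control and siTRIM37 lists lay on other contigs. Overlaps used every peak. Annotation, sequence and gene links used chromosomes 1 to 22 and X with the GRCh37 sequence and GENCODE release 44 mapped to GRCh37, while older gene symbols were matched through NCBI gene synonyms (assembly GRCh38.p14, names only). Of all genes in the fixed lists, PECAM1 was not matched.

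A shared peak needed 1 shared base. Shares carry Wilson 95% intervals and the unmatched difference a Newcombe interval. The matched difference was taken within 20 equal-sized bins of control score and averaged with the weights of the co-bound peaks, with a 95% interval from 1000 bootstrap draws of 5 Mb genome blocks. The reverse comparison did the same for siTRIM37 peaks found in the control list, in bins of siTRIM37 score. Chance overlap was taken from 100 random placements outside assembly gaps and from shifts of 5, 20 and 100 kb. A peak was assigned by its midpoint to a promoter (within 3 kb of any TSS), then exon, intron or intergenic sequence. All annotated transcripts were used, so an intron can belong to a gene other than the one named. For TRIM37, 5 random placements gave the background. Motif words were sought on both strands in the central 200 bp and in windows of the same size 2 kb to either side. GC content was that of the central 200 bp, in 5 bins. A gene was linked to a peak with its midpoint within 50 kb of a TSS. List counts were set against 10000 random lists of protein-coding genes of the same size, matched on the number of genes within 250 kb in 10 bins. These percentiles describe the present libraries and are not p-values. No test across samples was possible, since each group had 1 library.

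The 13 gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. Named were TRIM37, TFAP2C and the 6 model genes of the study, up to 4 members of each list with the highest-scored linked AP-2γ control peak, and per class of peak (co-bound, TRIM37 without AP-2γ, lost, gained) the 8 highest-scored with a protein-coding TSS within 50 kb. The forkhead and estrogen response words, the comparisons matched on GC content, the window scan, the rank comparison of kept peaks and the reverse comparison were added afterwards. Alternatives were other overlap rules, the peaks above the median score, chromosomes 1 to 22 and X alone, removal of the widest 5% of peaks, lists of the same length, other bins, promoter and link distances of 1, 10 and 100 kb, whole peaks and another AP-2 word. The closing section gives their effect.

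The functions were tested on simulated data. Lists made with overlaps of 10% and 60% over 4000 peaks gave those values back. With the real control scores of 35858 peaks and made differences of 0, -10 and 5 percentage points in the matched kept share, the means over 40 simulations were 0.11, -9.93 and 4.93, and 97.5%, 97.5% and 100% of the intervals held the made value. In these simulations the kept shares of bins were limited to a middle range, and each peak was drawn independently. They thus lacked the nearly complete keeping of the strongest real peaks and any likeness between neighbouring peaks. Of 1000 random lists put in place of the estrogen response genes, 2.4% reached the 97.5th percentile for AP-2γ control peaks. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.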

Results

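ChIP-seq, in which chromatin is precipitated with an antibody and the recovered DNA is sequenced, was used to map 2 proteins on the chromatin of MCF-7 cells, an estrogen receptor-positive human breast cancer line. TRIM37 is a RING-type E3 ubiquitin ligase encoded at 17q23, and AP-2γ, the product of TFAP2C at 20q13, is a DNA-binding transcription factor of luminal breast cells. The series held 5 samples. TRIM37 was mapped in 1 library, AP-2γ in 1 control library and in 1 library from cells in which TRIM37 had been silenced by siRNA (siTRIM37), and the 2 IgG control samples were not analysed here. There were no replicates, so differences below are between libraries, and all intervals cover counting error only. The deposited lists held 8236 TRIM37 peaks with a median width of 764 bp, 35858 AP-2γ control peaks of 1385 bp and 20926 AP-2γ siTRIM37 peaks of 1477 bp, covering 6.83, 53.5 and 32.9 Mb. The read depth behind each list was unknown. Coordinates are those of hg19 (GRCh37).

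To ask whether TRIM37 and AP-2γ share sites on chromatin, the TRIM37 peaks were overlapped with the AP-2γ control peaks. In the deposited lists TRIM37 was found mainly where AP-2γ was found. Of the 8236 TRIM37 peaks, 4829 (58.6%, Wilson 95% interval 57.6 to 59.7%) shared at least 1 base with an AP-2γ peak. When the TRIM37 peaks on chromosomes 1 to 22 and X were placed at random on their own chromosomes 100 times, a mean of 3.09% overlapped AP-2γ (range 2.68 to 3.55%), so that the observed share was 19.0 times higher. Shifting the peaks by 5 kb left 8.13% and by 100 kb left 5.18%. Neither comparison took account of open chromatin, and the IgG libraries were not analysed here. Background shared by both antibodies at open chromatin therefore stays possible. The overlap rose with the TRIM37 score, from 33.9% (30.7 to 37.2%) in the lowest-scored 10% of the list to 89.1% (86.7 to 91.0%) in the highest-scored 10%. Seen from the other side, 4737 of the 35858 AP-2γ control peaks (13.2%, 12.9 to 13.6%) overlapped a TRIM37 peak. These co-bound AP-2γ peaks had a median score of 213 in the control list, against 88.8 for the 31121 AP-2γ peaks without TRIM37.

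**Figure D1:**
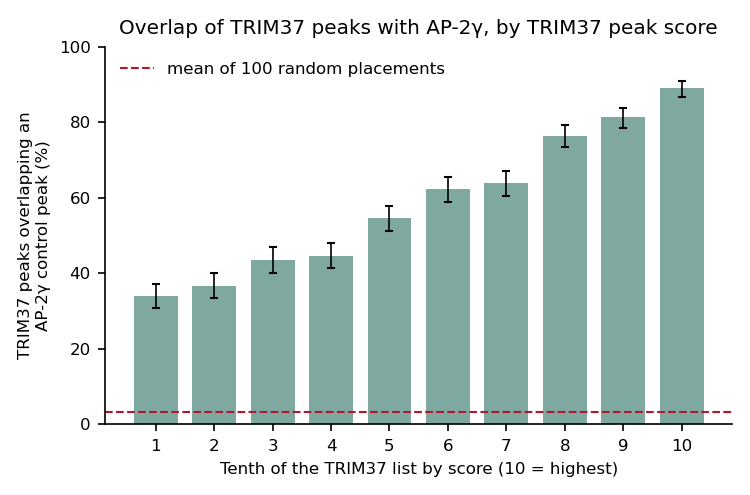
Share of TRIM37 peaks (percent, y axis) that overlapped an AP-2γ control peak, in 10 equal parts of the TRIM37 list ordered by score (x axis). Bars are shares with Wilson 95% intervals and the dashed line is the mean of 100 random placements (3.09%); the share climbed from 33.9% to 89.1%.

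Among the highest-scored co-bound TRIM37 peaks near a protein-coding transcription start site (TSS), the first lay in a promoter on chromosome 17 (61829613 to 61830821, score 558), 0.76 kb from a TSS of the unnamed gene ENSG00000125695. The next was an intron-annotated peak near TNFSF8, a TNF superfamily ligand, on chromosome 9 (117669809 to 117671049, score 461). Peaks at the promoters of NADSYN1 and TPD52L1 and a promoter-annotated peak 19.0 kb from a TSS of GPRC5A followed. With them came an intron-annotated peak near SPINK4 and intergenic peaks near CAP2 and ATP6V1G1. These peaks had scores from 334 to 363, and all 8 were also called in the siTRIM37 list. The highest-scored TRIM37 peak without AP-2γ stood at the promoter of GAPVD1 on chromosome 9 (128058688 to 128060059, score 437). It was followed by intron-annotated peaks near CHD6, a chromatin remodeller, and KALRN, by promoter peaks at C2CD3 and MS4A7, and by intron-annotated peaks near ZFAT, LRRC9 and RFTN2. Of these 8 peaks, those at C2CD3 and ZFAT overlapped an AP-2γ peak of the siTRIM37 list.

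The genomic distribution of the peaks was examined next. TRIM37 peaks lay mostly in introns (42.4%, 41.4 to 43.5%), in promoters within 3 kb of a TSS (28.5%, 27.5 to 29.5%) and between genes (26.8%, 25.9 to 27.8%), with 2.26% in exons. Randomly placed TRIM37 peaks fell in promoters in 18.8% of cases, in introns in 45.6% and between genes in 33.2%, so that only the promoter share lay above random. AP-2γ was more promoter-bound, with 40.7% (40.2 to 41.2%) of control peaks and 39.9% (39.3 to 40.6%) of siTRIM37 peaks in promoters against 19.4% for randomly placed control peaks. TRIM37 peaks with AP-2γ were in promoters more often (32.6%, 31.3 to 33.9%) than TRIM37 peaks without AP-2γ (22.7%, 21.3 to 24.1%). The promoter share of TRIM37 fell to 16.4% with promoters drawn at 1 kb and to 19.1% with protein-coding genes alone.

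To learn which DNA words marked the TRIM37 sites, the central 200 bp of each peak were searched for the AP-2 palindrome (GCC and GGC separated by 3 or 4 bases). The AP-2 word was present in 33.0% (32.5 to 33.5%) of AP-2γ control peaks, 3.69 times its share in flanks 2 kb away. In TRIM37 peaks as a whole it was present in 16.6% (15.8 to 17.4%), 2.2 times the flank share of 7.54%. A control word with GGC and GCC exchanged was found in 15.6% of TRIM37 peaks, but this was only 1.10 times its flank share of 14.2%. Enrichment of the AP-2 word over flanks was found in the co-bound part. The word was present in 23.7% (22.5 to 24.9%) of TRIM37 peaks with AP-2γ, against 8.81% in their flanks, and in 6.48% (5.70 to 7.35%) of TRIM37 peaks without AP-2γ, against 5.74% in theirs. The word of forkhead factors such as FOXA1, a pioneer factor of luminal cells, was present in both parts alike. It occurred in 8.99% (8.22 to 9.83%) of TRIM37 peaks with AP-2γ and 8.57% (7.67 to 9.55%) of those without, 3.21 and 2.65 times the flank shares, and the same word read backwards stood at 1.19 and 1.09 times its flank shares. In AP-2γ control peaks the forkhead word was present in 4.98% (4.76 to 5.21%). Full estrogen response elements were rare, with 38 among 8223 TRIM37 peaks (0.462%, 0.337 to 0.634%) against 39 among 35711 AP-2γ control peaks (0.109%, 0.0799 to 0.149%). For these words the comparison of TRIM37 with AP-2γ peaks depends on which peak center was searched. At co-bound sites the estrogen response element stood in 29 of 4826 peaks centered on TRIM37 and in 12 of 4734 centered on AP-2γ. The forkhead shares were 8.99% and 7.18%. The forkhead and estrogen response words were chosen after the peaks had been seen.

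**Figure D2:**
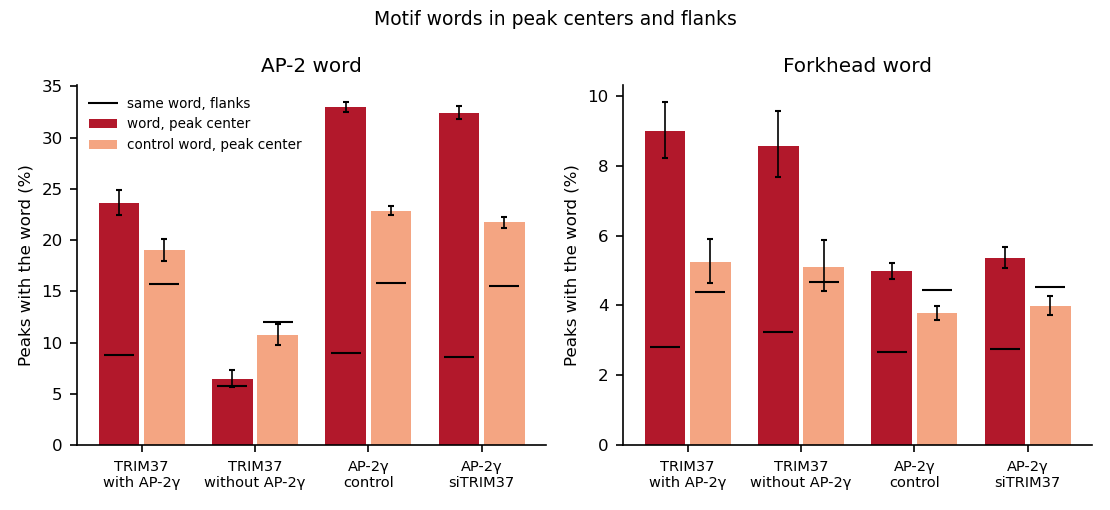
Share of peaks (percent, y axes) with the AP-2 word (left) or the forkhead word (right) in the central 200 bp, beside a control word, for 4 classes of peak; bars carry Wilson 95% intervals and black dashes give the same word in flanks 2 kb away. The AP-2 word stood above its flanks at TRIM37 peaks with AP-2γ (23.7%) and near them at TRIM37 peaks without AP-2γ (6.48%), while the forkhead word stood at 8.99% and 8.57%.

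Genes of luminal and estrogen biology had TRIM37 nearby far more often than random lists of genes. A peak midpoint within 50 kb of a TSS was found for 26 of 30 estrogen response genes and 18 of 22 luminal identity genes, where 10000 random lists matched on gene density gave medians of 33.3% and 36.4%, and both lists stood at the 100th percentile. The model genes of the study counted 3 members of the first list and 1 of the second. Without them the counts were 23 of 27 and 17 of 21. The random lists were not matched on expression or open chromatin in MCF-7 cells. TRIM37 peaks without AP-2γ were also near both lists often, at 11 of 30 (percentile 99.7) and 10 of 22 (99.9). All 6 model genes had a TRIM37 peak (percentile 99.9), but the study presented them as co-bound in these samples, so they are no independent evidence. The 10 AP-2 target genes from earlier work had 6 with TRIM37 (percentile 94.6). TRIM37 was near 15 of 39 DNA replication genes (percentile 72.9), 10 of 31 cell cycle and mitosis genes (40.4), 10 of 25 housekeeping genes (71.5), 5 of 14 NF-κB pathway genes (51.5), 5 of 19 basal and mesenchymal genes (20.9), 8 of 27 genes of other cell types (32.5), 5 of 18 genes at 17q23 (26.2) and 2 of 11 at 20q13 (13.2). Developmental genes of the kind held by Polycomb stood at the lowest percentile, 2.83, with 7 of 36.

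AP-2γ control peaks were so dense that 83.9% of 20090 protein-coding genes had one within 50 kb, which left lists little room to stand out. The estrogen response genes did at this distance (29 of 30, percentile 98.5), at 10 kb and with the higher-scored 50% of peaks (percentile 100 in both), but not at 100 kb (percentile 83.5). Among them were CELSR2, an adhesion receptor, and STC2, a secreted glycoprotein, whose highest peaks scored 2764 and 1197. The luminal identity genes (21 of 22, percentile 95.5) included TFAP2C itself. Their percentile was 99.9 at 10 kb and 99.7 with the higher-scored 50%, but 93.8 at 100 kb. The TFAP2C promoter on chromosome 20 (55202599 to 55207589) carried a peak of score 3100, one of 10 in the list with that score or more, and another promoter-annotated peak 23.2 kb from its TSS (55179455 to 55182889, score 2590) was co-bound by TRIM37. The keratin pair KRT8 and KRT18 shared a peak of score 1793. Replication genes had AP-2γ in 37 of 39 (percentile 96.8). They were led by CDT1 (2400), CHAF1A (2378) and GINS2 (1812), whose highest peaks were co-bound by TRIM37, and CDC6 (1069). The CDC6 peak was also the strongest within 50 kb of RARA and lay 2.65 kb from a RARA TSS. The control peak counts of the other lists were 28 of 31 cell cycle and mitosis genes (led by CCND1, 818), 23 of 25 housekeeping genes (RPLP0, 1642), 13 of 14 NF-κB pathway genes (RELB, 2158), 9 of 10 AP-2 target genes from earlier work (with ESR1 at 952 and ERBB2 at 777), 29 of 36 Polycomb-type developmental genes (NEUROG1, 1098), 16 of 19 basal and mesenchymal genes (TP63, 996) and 23 of 27 genes of other cell types (DES, 965), at percentiles from 39.5 to 83.2. Genes of 2 regions amplified in MCF-7 cells had AP-2γ less often than random lists. At 17q23 it was 11 of 18 (percentile 0.765) and at 20q13 it was 5 of 11 (percentile 0.595). Within 10 kb of a TSS the percentiles were 3.01 and 7.37, and with the higher-scored 50% of peaks they were 23.1 and 15.9. The members of each of these lists are neighbours and not independent. TRIM37 had 1 AP-2γ control peak within 50 kb, of score 1910 at the promoter of the neighbouring SKA2, and no TRIM37 peak.

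**Figure D3:**
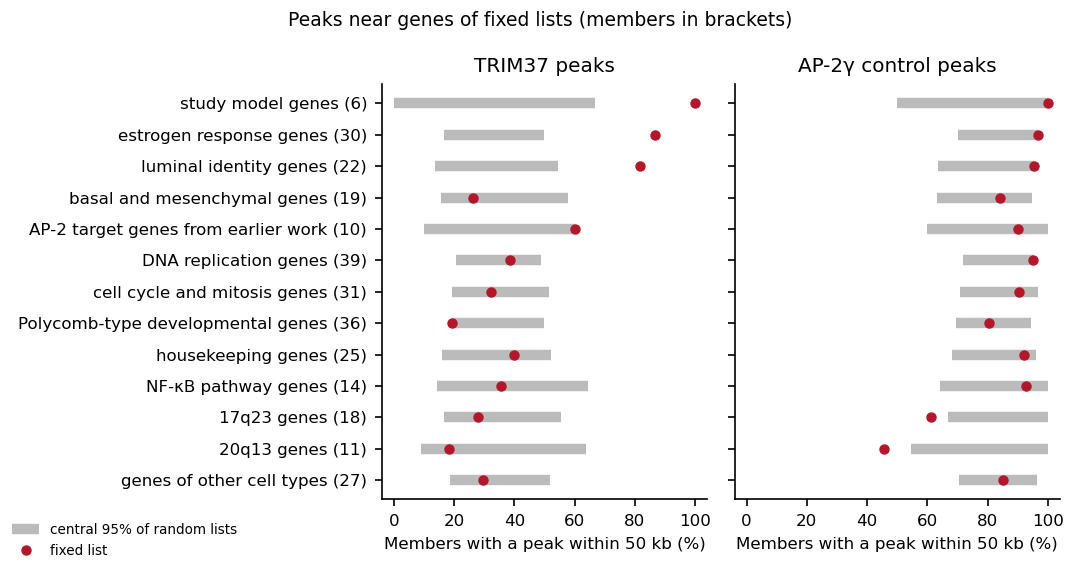
Share of each fixed gene list (percent, x axes) with a TRIM37 peak (left) or an AP-2γ control peak (right) within 50 kb of a TSS; red points are the lists and grey bars the central 95% of 10000 random lists matched on gene density. The estrogen response (26 of 30) and luminal identity genes (18 of 22) stood clear of random lists for TRIM37, and the 17q23 and 20q13 genes fell below them for AP-2γ.

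To see what TRIM37 silencing did to AP-2γ binding, the AP-2γ lists were compared. After siTRIM37 the AP-2γ list was 41.6% shorter. Of the 35858 control peaks, 19147 (53.4%, 52.9 to 53.9%) were also called after siTRIM37 and are named kept here, and 16711 were lost. Gained peaks, called after siTRIM37 and overlapping no control peak, numbered 1843 (8.81%, 8.43 to 9.20% of the siTRIM37 list). Loss followed peak strength. In the lowest of 20 bins of control score 11.5% (10.1 to 13.1%) of peaks were kept, and in the highest bin 99.9% (99.6 to 100%). The median control score was 177 for kept and 61.8 for lost peaks, and the gained peaks were also weak, with a median score of 48.1 in their own list. Shares kept depended on list length, and with both lists held to the same number of highest-scored peaks 76.7% of control peaks were kept.

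Co-bound sites were kept more often than the rest. AP-2γ was called again after siTRIM37 at 3732 of 4737 co-bound peaks (78.8%, 77.6 to 79.9%) and at 15415 of 31121 AP-2γ peaks without TRIM37 (49.5%, 49.0 to 50.1%), a difference of 29.3 percentage points (Newcombe 95% interval 27.9 to 30.5). Because co-bound peaks were stronger, they were then compared with other peaks of like control score. The difference shrank to 5.51 percentage points (block bootstrap 95% interval 4.60 to 6.46) and stayed in favour of the co-bound sites. This average includes the strongest bins, which hold many co-bound peaks and where nearly all peaks of both kinds were kept. In bin 18 the shares were 99.0% and 98.5%. The gap was widest in bin 10, with 61.3% of co-bound and 43.4% of other peaks kept. The matched difference was 4.60 (2.79 to 6.28) in promoters and 5.48 (4.34 to 6.69) outside them. In the reverse direction, siTRIM37 peaks with TRIM37 were also found in the control list more often than others of like score, by 1.97 points (1.41 to 2.49). Presence in a list does not measure how far the signal of a kept peak fell.

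**Figure D4:**
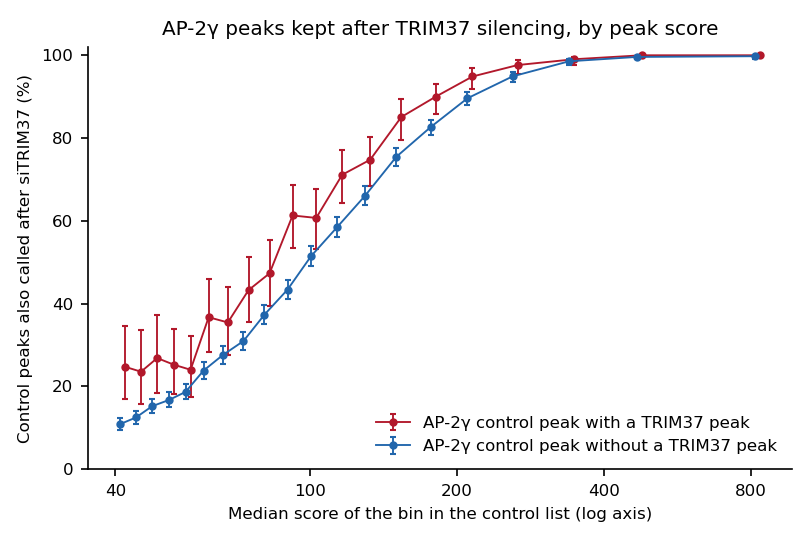
Share of AP-2γ control peaks also called after siTRIM37 (percent, y axis) against the median score of each of 20 bins of the control list (x axis, log scale), for peaks with and without a TRIM37 peak; bars are Wilson 95% intervals. Both curves rise from weak to strong peaks and the co-bound curve lies above or level with the other.

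At the 6 model genes, all 16 co-bound AP-2γ control peaks within 50 kb of a TSS were kept, where 14.5 were expected from their scores. Of the 33 AP-2γ peaks without TRIM37 there, 17 were kept and 18.5 were expected. GREB1 (ENSG00000196208), an estrogen-induced growth regulator on chromosome 2, had 6 TRIM37 peaks and 12 AP-2γ control peaks, of which 8 were kept. Its strongest AP-2γ peak (11670446 to 11672096, score 1261) was a promoter peak with an AP-2 word and a TRIM37 peak, and a TRIM37 peak beside it (11672146 to 11673170) held a full estrogen response element. FOXA1 (ENSG00000129514) on chromosome 14 had 5 TRIM37 peaks, each on an AP-2γ control peak. One of these AP-2γ peaks lay at the promoter (38062847 to 38067240, score 1022). Another, the strongest AP-2γ peak of the locus, lay 10.2 kb from a FOXA1 TSS (38051596 to 38054929, score 2441). Both of these AP-2γ peaks were kept, and 8 of the 10 control peaks at FOXA1 were kept in all. At RARA (ENSG00000131759), the retinoic acid receptor alpha gene on chromosome 17, the only TRIM37 peak lay in a promoter (38478258 to 38479173) on an AP-2γ peak of score 806 that was kept, as were 5 of 10 control peaks. RET (ENSG00000165731), a receptor tyrosine kinase gene on chromosome 10, had TRIM37 peaks in an intron (43577540 to 43577915) and at a promoter (43606139 to 43606542), both with an AP-2 word, and kept 3 of 7 AP-2γ control peaks. CA12 (ENSG00000074410), which encodes carbonic anhydrase XII on chromosome 15, had 1 TRIM37 peak at its promoter (63671379 to 63672346) and kept 2 of 3. MYB (ENSG00000118513) on chromosome 6 had TRIM37 peaks in an intron (135531970 to 135533037) and 48.4 kb from a MYB TSS (135572237 to 135573280), and kept all 7. With so few peaks per gene these counts set no gene apart, and a kept peak can still have lost signal.

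**Figure D5:**
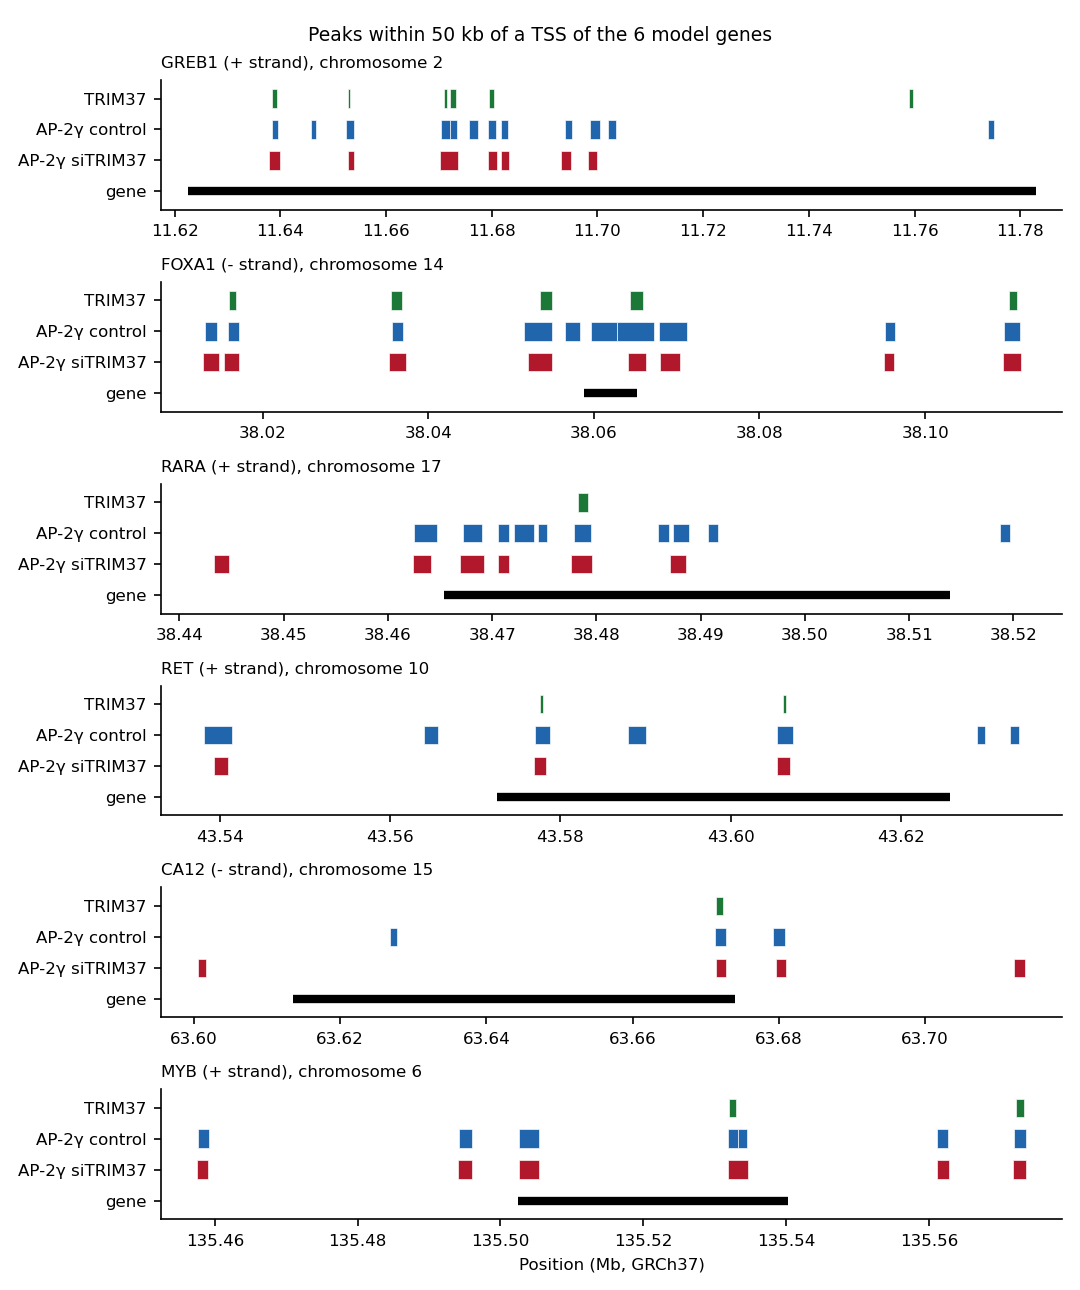
Peaks within 50 kb of a TSS of the 6 model genes (x axes, position in Mb on GRCh37), drawn to scale in rows for TRIM37, AP-2γ control and AP-2γ siTRIM37, with the gene as a black bar. Of the 49 AP-2γ control peaks in the maps 33 were kept, among them all 16 that carried TRIM37.

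Near a protein-coding TSS, the highest-scored AP-2γ peaks lost after siTRIM37 were mostly at promoters, where 40.2% of all lost peaks lay. The first stood at a promoter of PDE4DIP on chromosome 1 (145038351 to 145042067, score 1531). Promoter peaks at PIK3R1, a regulatory subunit of PI3 kinase, on chromosome 5 (67510838 to 67513616, score 531), CRELD1, NCKAP5L, PAH and MCM3, a subunit of the replicative helicase, on chromosome 6 (52148272 to 52150000, score 376), followed. PREX1, a guanine nucleotide exchange factor gene at 20q13, had 2 of these 8 lost peaks, at 47447525 to 47449900 (score 543) and 47442421 to 47447497 (score 383), and lost 9 of its 15 control peaks in all. None of the 8 lost peaks overlapped TRIM37, and 1005 of all 16711 lost peaks did. Of all control peaks 13.2% did, but co-binding was more frequent among strong peaks. In score bin 19, 543 of 1793 control peaks were co-bound, and all 543 were kept. Within 50 kb of a PREX1 TSS there were nonetheless 9 TRIM37 peaks, and 6 of its 15 control peaks were co-bound. The highest-scored gained peak was a wide one at a promoter of TRIM33 on chromosome 1 (114934468 to 114943151, score 211). Intron-annotated peaks near KCNH7, CNTNAP2, C7orf31, ROPN1L and CYP2A6, a promoter-annotated peak near BTN2A1 and an intergenic peak near GNA14 came next. Their scores ran from 164 to 106, and only that near GNA14 overlapped TRIM37.

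Kept shares around the gene lists were close to those expected from peak score for most lists. Around the estrogen response genes 103 of 156 control peaks were kept (66.0%, 58.3 to 73.0%), with 62.8% expected, and 30.8% of these peaks carried TRIM37. Around the luminal identity genes the share was 66.4% (58.0 to 73.9%) with 67.4% expected. Only the 20q13 genes had an interval that excluded the expected share, with 13 of 25 peaks kept (52.0%, 33.5 to 70.0%) and 76.8% expected. PREX1 alone held 15 of these neighbouring peaks and kept 6, while the other members kept 7 of 10. In promoters as a whole, 54.0% of control peaks were kept against 53.1% elsewhere, and at like score promoter peaks were kept less often (difference -3.16 percentage points, -3.95 to -2.32). That difference was no longer detectable when peaks were matched on GC content as well (0.295, -0.805 to 1.4).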

Values the study reported

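The study reported 11,361 TRIM37 binding sites and 35,856 AP-2γ binding sites in MCF-7 cells. It gave 45.3% (5,146) of the TRIM37 sites as shared with AP-2γ. Its annotation placed 45.15% of TRIM37 sites in distal intergenic sequence, 36.90% in introns and 13.61% in promoters. After TRIM37 depletion it described a lower mean AP-2γ signal across the 5,146 shared sites. It also reported reduced AP-2γ binding at its model genes by ChIP-qPCR. Cell fractionation gave less AP-2γ in the nucleus and more in the cytoplasm of MCF-7 and BT474 cells. Those assays are not part of the data used here.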

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

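No paired analysis was possible because each group had 1 library. Every alternative listed beforehand was run; those on the higher-scored 50% of the control list against the whole siTRIM37 list, on co-binding by the higher-scored 50% of TRIM37 peaks and on GC content were chosen after seeing the data. Neither the unmatched nor the matched difference between co-bound and other peaks changed sign. The promoter difference did not hold its sign. It was -3.16 points at like score and 0.295 (-0.805 to 1.4) at like score and GC content. With midpoints within 500 bp, TRIM37 overlap was 50.8%, kept peaks 50.3%, gained peaks 13.8% and the matched difference 8.61 percentage points. Without the widest 5% of peaks, TRIM37 overlap was 51.1%, kept 50.5%, gained 13.9% and the unmatched difference 26.7 points. With the higher-scored 50% of each list, kept was 54.9%, gained 6.21%, the matched difference 6.64 points and the AP-2 word share of TRIM37 peaks 19.0%. With lists of the same length, kept was 76.7%, gained 23%, and the differences 16.7 unmatched and 4.31 matched. With the higher-scored 50% of the control list alone, kept was 82.4% and the differences 12.9 and 3.59 points; these settings remove weak control peaks by construction. Co-binding by the higher-scored 50% of TRIM37 peaks gave an unmatched difference of 31.2 points, and matching on GC content as well as score gave 4.58. Taking the siTRIM37 list as the AP-2γ sites gave a TRIM37 overlap of 47.2%, since that list is shorter. Promoters at 1 kb held 16.4% of TRIM37 peaks and those of protein-coding genes 19.1%, by their smaller extent. The AP-2 word stood in 39.1% of whole TRIM37 peaks, beside 40.7% for the exchanged word, and the stricter word GCCTSAGGS in 2.92%. Of 39 pairs of gene list and peak list, 6 reached the highest 2.5% of random lists, with 14 at 10 kb, 4 at 100 kb and 10 with the higher-scored 50% of each list; the cause was not tested. The estrogen response and luminal identity genes stayed at percentile 99.9 or above for TRIM37 in all 3 of these alternatives. The low AP-2γ counts of the 17q23 and 20q13 genes left the lowest 2.5% of random lists at 10 kb (percentiles 3.01 and 7.37) and with the higher-scored 50% of the control list (23.1 and 15.9). Unknown depth limits every share that depends on list length.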

Other observations

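Regions of the genome were compared in how many AP-2γ peaks were kept. In 547 windows of 5 Mb with at least 20 control peaks, the kept share was set against that expected from peak scores. Windows were ordered by this deviation in standard errors, not in percentage points. The standard errors treat neighbouring peaks as independent, and the windows named are the extremes of all 547. They do not establish that regions differed. The window farthest below its expected share held the PREX1 gene on chromosome 20 (45000001 to 50000000), where 49.6% of 135 control peaks were kept and 62.3% were expected, a deviation of -4.16 standard errors where windows had a standard deviation of 1.15. The next was the last window of the same arm (60000001 to 65000000), with 51.2% of 123 peaks kept and 62.5% expected. The window farthest above lay on chromosome 2 (160000001 to 165000000), with 71.6% of 74 peaks kept and 57.0% expected.

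The TRIM37 promoter share here was 28.5%. That is higher than the value quoted from the study above. The TRIM37 intergenic share here was 26.8%. That is lower than the value quoted from the study for distal intergenic sequence, and the annotations differ in release and in classes. The deposited TRIM37 list is also shorter than the list the study describes, so these shares, and the overlap with AP-2γ, need not refer to the same peaks.

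The tests on promoters and GC content and the comparisons with the reverse direction were chosen only after the results were seen. Fewer AP-2γ peaks were called after TRIM37 silencing, and 15706 of the 16711 lost peaks carried no TRIM37 peak. So did 31121 of all 35858 control peaks, and those without TRIM37 were weaker (median score 88.8 against 213). A loss of called peaks directed at sites with a TRIM37 peak was not seen in any comparison, but a small one stays open. These comparisons could not register a fall in signal at strong sites. In the highest of 20 score bins, all 911 co-bound peaks and 879 of 881 others stayed called. The matched difference favoured co-bound sites by 5.51 percentage points (4.60 to 6.46), but siTRIM37 peaks with TRIM37 were also found more often in the control list, so the value without any change may lie above 0 and the bound of 0 set beforehand does not decide. In lists of the same length, at like score and GC content, the excess of co-bound sites was 3.49 points from control to siTRIM37 and 3.27 points in reverse. The difference of 0.221 points (-0.862 to 1.39) was not distinguishable from 0. It was 1.78 (0.671 to 2.91) in these lists at like score alone, and in the full lists 3.51 (2.52 to 4.53) at like score and 2.23 (1.28 to 3.20) at like score and GC content, but these leave GC content or list length uncontrolled. In these lists a shallower or weaker siTRIM37 library and a general fall in AP-2γ binding cannot be told apart. Both would remove weak peaks first, and the read depths are unknown. A fall in signal at sites that stayed above the threshold is also open. In score bins 16 to 20, 8298 kept control peaks with exactly 1 siTRIM37 partner were ranked by score in each list. At like control score, the 2373 co-bound peaks rose by 6.04 rank percentiles relative to the others (5.23 to 6.84). A relative fall at strong co-bound sites was thus not seen. Ranks cannot show a fall shared by all sites, GC content was not matched, and no reverse was run.

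Promoter AP-2γ peaks were kept less often than other peaks of like score (difference -3.16 percentage points). A loss directed at promoters whatever their GC content was argued against as the main cause, since the difference at like score and GC content was 0.295 points (-0.805 to 1.4). A smaller promoter effect stays open, as control to siTRIM37 minus the reverse, in lists of the same length, was -10.7 points (-12.0 to -9.40) at like score and -1.54 (-3.22 to 0.226) at like score and GC content. A library difference that follows GC content may account for the pattern. Outside promoters, peaks in the highest 20% of center GC content were also kept less often than others of like score (difference -7.04 points, -9.04 to -5.07), and in the reverse comparison such siTRIM37 peaks were found in the control list more often (7.60 points, 6.11 to 9.08). Gained peaks had a mean center GC content of 43.4%, against 51.2% for control peaks; a biological change that follows GC content was not tested.

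TRIM37 peaks without an AP-2γ peak made up 41.4% of the TRIM37 list. The idea that most of these were AP-2γ sites missed by the peak threshold was argued against. The AP-2 word stood in 6.48% of them (5.70 to 7.35%), near the 5.74% of their flanks and far from the 23.7% of TRIM37 peaks with AP-2γ. Missed sites among them stay open, since most TRIM37 peaks with AP-2γ also lacked the word. Of all TRIM37 peaks, 4942 overlapped either AP-2γ list and 4829 the control list, so some of these peaks lay on AP-2γ peaks called after siTRIM37. In the TRIM37 peaks without AP-2γ the forkhead word was 2.65 times as frequent as in flanks. Other factors at these sites are a hypothesis that was not tested further. Background enrichment by the TRIM37 antibody stays open, as the IgG libraries were not analysed here and these peaks had a median score of 47.1 against 61.4 for the rest.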
